A study of Homo sapiens with 2 samples. Its data were reported in "Activation of LXRβ inhibits tumor respiration and is synthetically lethal with Bcl‐xL inhibition" (2019).

How the data were processed

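Total RNA from U87 cells was extracted with a silica column kit, labelled with biotin by a whole-transcript kit and hybridised to Affymetrix arrays, 1 for cells given 0.1% DMSO and 1 for cells given 20 µM LXR623, both for 24 h. The groups were taken from the sample labels. The text on cell culture in the same labels names HCT116, a colon carcinoma line, while the title, source, cell line and treatment labels name U87; the samples are called U87 here, and the conflict was not resolved from the arrays.

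The deposited values are log2 expression per probe set. Per the labels, the authors made them by RMA, which subtracts background, makes the intensity distributions of the arrays alike by quantile normalisation and summarises the probes of a set by median polish, with the affy package 1.36.1 in R 2.15.1. The array model and genome build were not given in the sources used here. Quantile normalisation assumes similar overall distributions, so a shift shared by most genes would be removed, and RMA compresses differences of dim probe sets. The table held 23786 probe sets. The array medians were 4.88 (control) and 4.92 (LXR623), and 1150 sets had exactly the same value on both arrays, at a median level of 3.19, which made the median difference 0.

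Each probe set stands for 1 gene identifier. A symbol was assigned to 22458 sets, no set had several symbols, no gene had more than 1 set, and 1328 sets were unnamed and left out of counts of genes and of lists. Among the unnamed sets 939 passed the level filter, and 44 of those differed at least 1.5-fold. Genes were kept if their mean over both arrays reached the 25th percentile of all probe sets (log2 3.39), which left 16902. Genes with near-identical copies can share probes and are called uncertain.

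The difference of the log2 values was computed for each gene. With 1 array per group no test across samples exists, and no p-value was computed. A set of 28 gene lists was fixed before the data were examined. For each list the median difference of the kept members was set against 10000 random lists of the same size drawn from 20 bins of mean level, giving a percentile and the central 95% of random medians. This describes the 2 arrays and is not a test between conditions, since co-regulated genes scatter more than random ones. The list of mitochondrially encoded mRNAs had 0 named members and is not analysed here. The method was checked on simulated data, in which differences were shuffled within level bins over 16902 genes and 100 lists were drawn per setting. Without a shift, 6% of lists of 12 genes and 8% of lists of 36 lay outside the central 95%. With a shift of 0.2, 69% and 99% did, and with 0.5, 100% of both did. Shuffling removes co-regulation, so these rates do not carry over to lists of co-regulated genes.

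The genes named were those fixed by a rule written in advance: the 12 highest and 12 lowest differences, leaving out small RNAs, olfactory receptors, histones and unplaced or long intergenic loci (1 such gene was as high as the 12 highest and 2 as low as the 12 lowest), up to 4 members of each list with the largest absolute difference, and a fixed set of genes. CCL2 and the further genes named in the closing section were chosen after their values were seen. Gene span was taken from the RefSeq gene table and used only as a covariate.

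Alternatives were centring each array on its median, removing a lowess curve (span 0.3) of the difference on mean level, no level filter, a filter at the 50th percentile, the mean in place of the median, leaving out the member with the largest absolute difference and a 2-fold threshold. Chosen after the data were seen were removing a further lowess curve on gene span, and leaving out probe sets of identical value. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and statsmodels 0.14.6, and plots matplotlib 3.10.9.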

Results

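To examine which transcripts accompany activation of the liver X receptor (LXR) in glioblastoma, gene expression was measured in U87 cells, an established human glioblastoma line, after 24 h with 20 µM LXR623 or with 0.1% DMSO, the solvent. LXRs are nuclear receptors that sense oxidised cholesterol and switch on genes for cholesterol export and fatty acid synthesis, and LXR623 is a synthetic agonist. RNA of each condition was hybridised to 1 array (n = 1 per group). There were no replicates, so no difference below has a replicate check or a test, and the number of arrays limits the precision. Differences are log2 LXR623 minus log2 control, and each describes these 2 arrays.

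Of 16902 genes kept by the level filter, 402 were at least 1.5-fold higher and 339 at least 1.5-fold lower in the LXR623 array, a split of 54.3% higher among the 741. Centring each array on its own median turned that split, with 319 higher and 427 lower (42.8% higher). At a 2-fold threshold, 57 genes were higher and 28 lower. The arrays correlated at r = 0.989 across these genes, which are not independent replicates. As a guide to the scatter of single genes, the central 95% of differences ran from -0.55 to 0.65 in the dimmest and from -0.46 to 0.53 in the brightest of 5 equal groups of genes by level.

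Several of the highest genes act in amino acid metabolism and stress. CTH, which makes cysteine from cystathionine, was 6.76-fold higher (log2 4.73 in control and 7.49 with LXR623), and the mitochondrial folate enzyme ALDH1L2 was 5.32-fold higher. The large neutral amino acid transporter SLC7A5 was 4.25-fold higher, the glutathione-degrading enzyme CHAC1 4.08-fold, the secreted stress cytokine GDF15 3.48-fold, the glycine transporter SLC6A9 3.29-fold and the pseudokinase TRIB3 3.12-fold. ABCA1, the pump that loads cholesterol onto apolipoproteins, was 3.46-fold higher. KRTAP1-5 was 3.22-fold higher. INHBE, an activin subunit, differed by 2.19 on the log2 scale, KRTAP10-1 by 2.08 and FCGR2B by 1.99, but the control values of these 3 genes lay below the level of the filter and were not checked against background, so the size of their differences is uncertain. KRTAP1-5, KRTAP10-1 and FCGR2B also belong to families of similar genes. Of these 12 genes, 6 were members of the integrated stress response list.

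At the other end, THBS1, the matrix protein thrombospondin 1, was 2.90-fold lower, the adhesion protein TENM2 2.90-fold, LYPD1 2.77-fold, the prolactin receptor PRLR 2.72-fold and PLAU, the urokinase protease, 2.68-fold. The interferon-inducible GTPases GBP1 and GBP2 were 2.60-fold and 2.45-fold lower, and the lens crystallin CRYGS 2.37-fold. NUDT4 was 2.80-fold lower. RANBP3L was listed at log2 5.95 in control and 2.96 with LXR623, SNRPE at 4.68 and 2.51 and CYP21A2 at 4.30 and 2.79, but the LXR623 values of these 3 genes lay below the level of the filter and were not checked against background, so the size of their differences is uncertain. SNRPE, CYP21A2 and NUDT4 also have near-identical copies or pseudogenes. None of these 12 genes was in a list fixed beforehand.

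**Figure D1:**
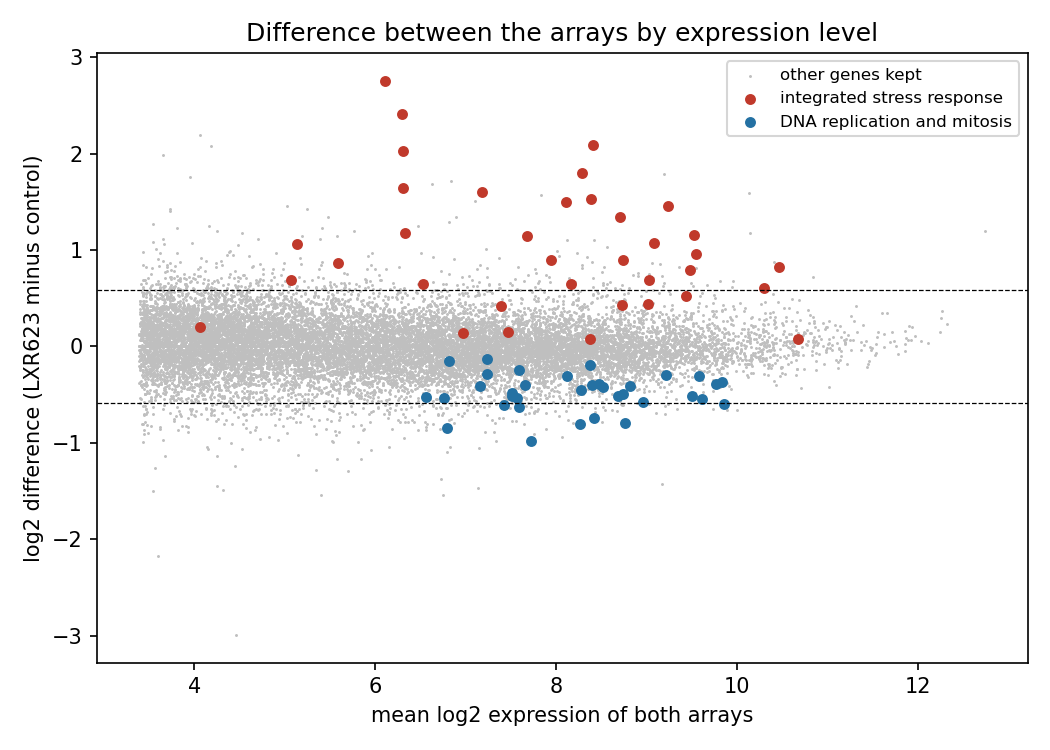
Each point is 1 gene kept by the level filter, with its mean log2 expression over both arrays (x axis) and its log2 difference, LXR623 minus control (y axis); dashed lines mark 1.5-fold, and the integrated stress response and the DNA replication and mitosis genes are coloured. The 36 stress response genes lie above 0 and the 35 replication and mitosis genes below it.

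Genes bound and induced by LXR were higher as a group. The 12 kept members of the LXR target list had a median difference of 0.37, above the central 95% of random lists matched on level (-0.14 to 0.18). Of them, 10 were higher, 5 of these at least 1.5-fold, and none was lower. The others, among them APOE, had the same value on both arrays. ABCA1 differed by 1.79, SREBF1, which encodes the lipogenic factor SREBP-1, by 0.91, and APOC1 by 0.80. The sterol transporter ABCG8, also counted among the 5, differed by 0.62, but its control value lay below the level of the filter and the size of its difference is uncertain. ABCG8, ABCG1 at 0.38, NR1H3 (LXR alpha) at 0.14 and MYLIP, which degrades the LDL receptor, at 0.11 lay within the scatter of single genes at their level. In the cholesterol efflux list, the median of 15 members was 0.26 (percentile 99.9 of random lists), with 2 genes at least 1.5-fold higher and 1, CAV1, lower at -0.66. The 2 higher genes were ABCA1 and APOC1, which belong to the LXR target list too. Both lists share further members, so the efflux list is not a separate result. LCAT, which esterifies cholesterol in plasma, differed by 0.56, within the scatter at its level.

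Of the 17 measured genes of the cholesterol synthesis list, 12 were higher in the LXR623 array and 5 lower. Their median was 0.26, above the central 95% of random lists. None was at least 1.5-fold lower and 5 were at least 1.5-fold higher, among them HMGCS1 at 0.92, DHCR7 at 0.83, MSMO1 at 0.82 and SQLE at 0.75. In the sterol uptake and SREBP control list the median of 10 members was 0.44, with INSIG1, which retains SREBPs in the ER, at 1.18, LPIN1 at 0.85, VLDLR at 0.72 and LRP8 at 0.58. For fatty acid synthesis the median of 15 members was 0.25, with 12 higher and 3 lower, and the mean was 0.41; 6 were at least 1.5-fold higher. SCD, which desaturates stearate, differed by 1.59, FADS2 by 1.10 and FASN by 0.92; SREBF1 belongs to this list too.

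**Figure D2:**
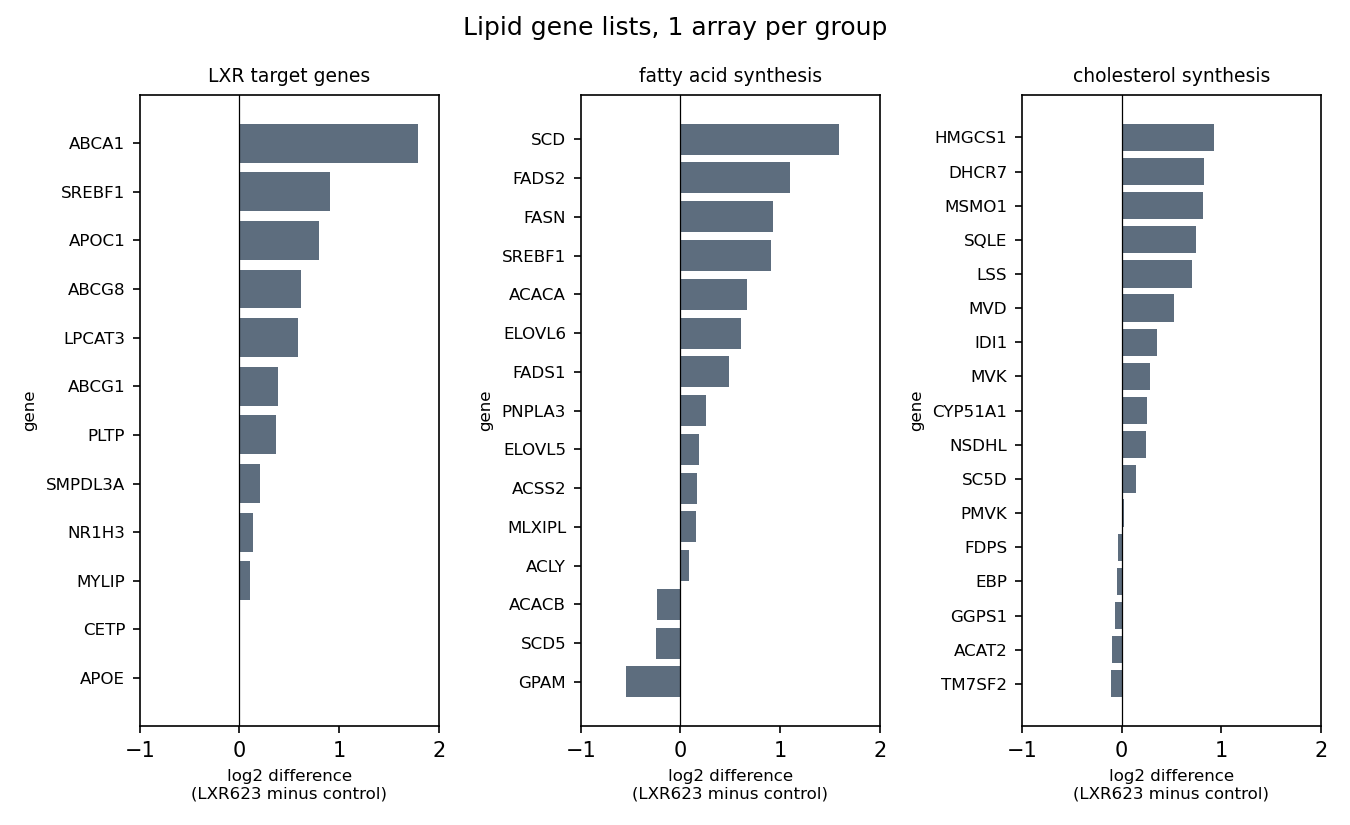
Bars give the log2 difference, LXR623 minus control, of each kept member of 3 lists, with 1 array per group and therefore no error bars. ABCA1 (1.79) and SCD (1.59) were the highest members of their lists.

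The integrated stress response, a programme in which ATF4 raises genes for amino acid supply, gave the highest list median. All 36 members were higher in the LXR623 array, with a median of 0.90 against -0.10 to 0.06 for the central 95% of random lists. At least 1.5-fold higher were 27 members, where random lists held 0.702 on average, and none was lower. ATF4 itself differed by 0.90, DDIT3 (CHOP) by 0.86, ATF3 by 0.69 and CEBPB by 0.64. The list supplied 16 of the 57 genes at least 2-fold higher. The ER chaperone and unfolded protein response list, which shares no member with it, had a median of 0.12 over 23 genes (percentile 99.5). XBP1 and HERPUD1 were at least 1.5-fold higher, at 0.86 and 0.71. ERN1 differed by 0.40, DNAJB11 by -0.46 and HSPA5 (GRP78) by 0.08.

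To see whether regulators of apoptosis differed at the mRNA level, the BCL2 family was examined. The median of 10 pro-apoptotic members was 0.07, inside the central 95% of random lists, though with the stricter level filter it was 0.18 (8 genes) and outside. PMAIP1 (Noxa) differed by 0.30, BBC3 (PUMA) by 0.48, BAK1 by 0.33, BID by -0.43 and BCL2L11 (BIM) by -0.69. BBC3, BAK1 and BID lay within the scatter of single genes at their level, and BCL2L11 lay outside it. PMAIP1 lay inside the central 95% of each of the 5 level groups. The median of 4 anti-apoptotic members was 0.12, inside the range of random lists, with BCL2L1 (Bcl-xL) at 0.24, BCL2 at 0.18, MCL1 at 0.05 and BCL2L2 at -0.06. USP9X, a deubiquitinase of MCL1, differed by -0.20.

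Mitochondrial lists lay close to random lists. The 69 nuclear-encoded subunits of the respiratory complexes had a median of -0.06 (percentile 8.77), and 1, SDHD, was at least 1.5-fold lower at -0.59. NDUFB3 differed by -0.38, NDUFB5 by -0.30, COX5B by -0.08 and ATP5PD by 0.31. After correction for level and gene span, an alternative chosen after the data were seen, the median was -0.07 and lay below the central 95% of random lists, as did that of the mitochondrial ribosome list at -0.05. As measured, that list had a median of -0.06 over 77 genes (percentile 12.6), with MRPL55 at 0.59, MRPS18C and MRPL2 at 0.40 and KGD4 at -0.40. KGD4 entered the list under its older symbol MRPS36, and whether it is a ribosomal protein was not examined. The mitochondrial transcription and replication list had a median of -0.10 over 13 genes, inside the random range; its mean of -0.17 lay outside. POLG2 differed by -0.73, MTERF2 by -0.53, MTERF3 by -0.45, MTERF1 by -0.42 and TFAM by -0.34. MTERF3, MTERF1 and TFAM, like NDUFB3 and NDUFB5, lay inside the central 95% of single genes in each of the 5 level groups. The TCA cycle list had a median of -0.06 over 18 genes (percentile 24.2), with SDHD at -0.59, CS at -0.29, SUCLG1 at -0.28 and DLD at -0.21.

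In central metabolism, the 19 glycolysis genes had a median of 0.10 (percentile 98.4, above the central 95% of random lists), and none reached 1.5-fold. With each array centred on its median the list's median was 0.06. That centring shifts the random lists by the same amount, so the percentile could not change. The list no longer lay outside the central 95% of random lists with the mean (0.08), without HK2, its most extreme member (median 0.09), or after correction for level and gene span (median 0.11), though the values stayed of similar size. HK2 differed by 0.36, SLC2A1 by 0.30, ENO1 by 0.22 and LDHA by -0.29. The nucleotide and aspartate synthesis list had a median of -0.09 over 20 genes, inside the random range, whereas its mean of -0.12 lay outside. TYMS differed by -0.58, UMPS by -0.55, RRM2 by -0.41 and RRM1 by -0.27.

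Genes of DNA replication and mitosis were lower. All 35 members were lower in the LXR623 array, with a median of -0.48 against -0.10 to 0.05 for the central 95% of random lists, and 8 were at least 1.5-fold lower. The mitotic kinesin KIF20A differed by -0.98, the cyclins CCNE2 and CCNA2 by -0.85 and -0.80, and the spindle motor KIF11 by -0.79. The 20 p53 targets had a median of -0.04 (percentile 44.4), with PLK2 at -0.77, BBC3 at 0.48, PHLDA3 at 0.39 and SPATA18 at 0.37.

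**Figure D3:**
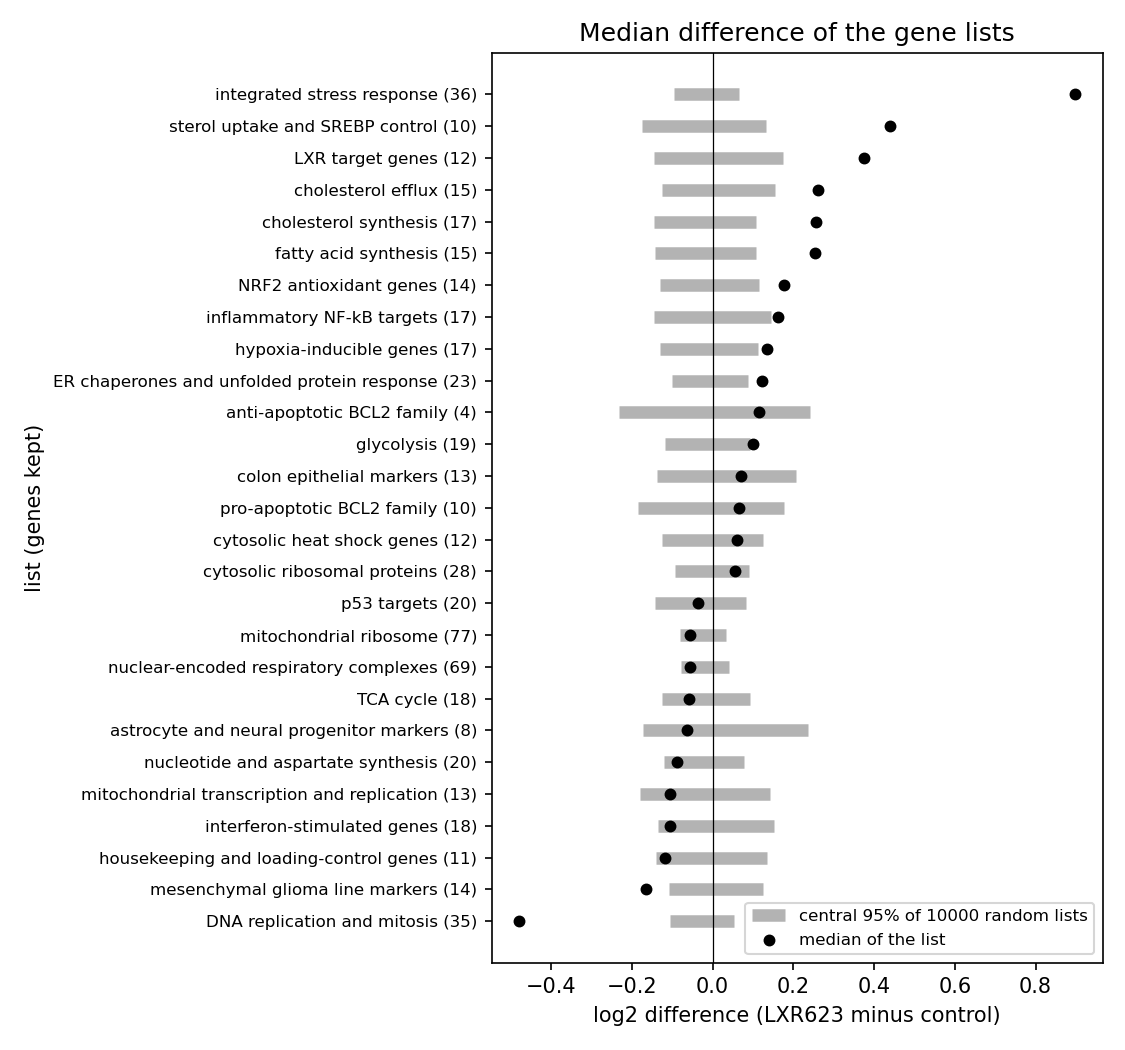
Points give each list's median log2 difference, LXR623 minus control (x axis), and grey bars the central 95% of 10000 random lists of the same size and level; the number of genes kept stands in parentheses. The integrated stress response (0.90) and the DNA replication and mitosis list (-0.48) lie farthest from their bars.

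Among stress and immune lists, the 17 inflammatory NF-kB targets had a median of 0.16 (percentile 98.7) and a mean of 0.32. The cytokines IL1B, IL1A and CXCL8 were 2.84-fold, 2.16-fold and 2.02-fold higher and LIF 1.75-fold. The chemokine CCL2, named after its value was seen, was the 1 member at least 1.5-fold lower, at -0.80. Interferon-stimulated genes had a median of -0.10 over 18 genes, inside the random range, with RIGI at -0.71, IFI44 at -0.43, HERC5 at -0.34 and IRF9 at 0.34; without probe sets of identical value on both arrays the median was -0.17 and outside, with the stricter level filter it was -0.18 and without RIGI -0.04, both inside. Hypoxia-inducible genes had a median of 0.14 over 17 genes (percentile 98.8), and a mean of 0.11, which lay inside the random range (percentile 95.4). SLC2A3 differed by 0.41, MXI1 by 0.40, NDRG1 by 0.37 and EGLN3 by -0.61, within the scatter at its level. NRF2 antioxidant genes had a median of 0.18 over 14 genes (percentile 99.7), with 8 higher and 6 lower. The cystine transporter SLC7A11, also in the integrated stress response list, led at 1.34. It was followed by TXNRD1 at 0.44, HMOX1 at 0.38 and OSGIN1 at 0.34. Without SLC7A11 the median was 0.13 and lay just inside the random range. The list fixed as cytosolic heat shock genes had a median of 0.06 over 12 genes (percentile 84.6). Some of its members, such as SERPINH1 in the ER, are not cytosolic. DNAJB1 differed by 0.28, SERPINH1 by 0.27, HSPA4L by -0.21 and HSPA1B, which has a near-identical copy and is uncertain, by 0.28.

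Reference and cell type lists were measured alongside. The cytosolic ribosomal proteins had a median of 0.06 over 28 genes (percentile 89.3), with 19 higher and 9 lower. RPL32 differed by -0.74, RPL19 by -0.27, RPS16 by 0.23 and RPL11 by 0.22; ribosomal protein genes have many pseudogenes, so single values are uncertain. Housekeeping and loading-control genes had a median of -0.12 over 11 genes, inside the random range, but a mean of -0.19, outside it. PPIA, which has many pseudogenes, differed by -0.71, VCL by -0.52, HPRT1 by -0.51 and B2M by -0.18. Mesenchymal markers of glioma lines had a median of -0.17 over 14 genes, below 99.9% of random lists, with 6 higher and 8 lower. Their mean of -0.10 lay just inside the random range (percentile 2.51). CAV1 differed by -0.66, FN1 by -0.42, VIM by 0.36 and LOX by 0.31. Astrocyte and neural progenitor markers had a median of -0.06 over 8 genes (percentile 18.4), with the glutamate transporter SLC1A3 at -0.89, FABP7 at -0.36, OLIG2 at 0.36 and NCAN at 0.34. Without the level filter the median turned to 0.01. With the stricter level filter fewer than 3 of these genes remained, so no value was computed. Colon epithelial markers had a median of 0.07 over 13 genes (percentile 65.5), with EPCAM at -0.57, KRT19 at 0.41, LGALS4 at 0.35 and CLDN3 at 0.33. With the stricter level filter the median was 0.28 over 5 genes, inside the random range. Most members of the astrocyte and colon lists were thus dim, and the values of dim members are uncertain.

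In all, 11 of the 27 lists with a value lay above the central 95% of their random lists, 2 below and 14 inside. The lists were chosen to fit the treatment, several share genes, and co-regulated genes scatter more than random ones, so the number outside is not set against a chance value. Medians near 0 of lists inside the random range often varied by over 1.5 times between settings.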

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

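The settings with gene span and without sets of identical value were chosen after the data were seen. No list outside the central 95% of random lists changed sign under any alternative run. Of 215 list values under alternatives, 19 moved by more than the SD of random medians, and the side of the central 95% changed in 13. The 151 named genes, 18 of them chosen after their values were seen, gave 453 values under the 3 scalings. Of these, 0 moved by more than an SD estimated from the central 95% of 500 genes at a like level. Median centring lowers every difference by the same 0.040, and the other scalings remove smooth trends. Such shifts were small beside that SD, so the count says little about robustness. Filtering at the 50th percentile left 436 genes past 1.5-fold, 218 higher and 218 lower, as fewer genes entered; the 2-fold threshold left 85, 57 higher and 28 lower, by construction. Of medians, that filter moved sterol uptake and SREBP control to 0.32, fatty acid synthesis to 0.37, pro-apoptotic genes to 0.18, interferon-stimulated genes to -0.18 and colon epithelial markers to 0.28. No filter gave 0.19 for fatty acid synthesis. The mean gave 0.49 for LXR targets, 0.32 for cholesterol synthesis, 0.41 for fatty acid synthesis, 1.02 for the integrated stress response, -0.028 for the mitochondrial ribosome, 0.32 for NF-kB targets, -0.19 for housekeeping genes and -0.10 for mesenchymal markers. Without its most extreme member, sterol uptake and SREBP control was 0.32. Median centring gave -0.10 for the respiratory complexes and for the mitochondrial ribosome, gene span correction -0.43 for DNA replication and mitosis, and leaving out identical sets 0.49 for LXR targets. Median centring lowers a list and its random lists alike, so it could not change a side. The -0.10 is therefore no larger mitochondrial decrease, and the percentiles stayed at 8.77 and 12.6. Leaving out identical sets kept 10 of the 12 LXR targets and dropped those with a difference of 0. For the other values the cause was not tested, apart from the loss of genes under the filter. Averaging several probe sets of a gene moved nothing, since each gene had 1, and gave no value. No paired analysis was possible because each group had 1 array. Dim genes, where RMA compresses differences, limit what the arrays resolve, and signal over background was not analysed here.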

Other observations

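The added gene groups, the gene span correction and the tests of explanations in this part were chosen after the results were seen; the lists used in the tests of explanations were fixed beforehand, and the added groups were not. In all, 12 added groups were tried. Of these, 7 lay outside the central 95% of matched random lists, and because some were prompted by genes already seen to differ, their percentiles overstate how unusual they are. Response genes of TGF-beta and BMP had a median difference of -0.41 over 15 genes, and 14 were lower: TGFB3 at -0.99, ID3 at -0.95, TGFB2 at -0.62 and ID1 at -0.54, besides THBS1, which prompted the group. YAP target genes, which share CCN2 and TGFB2 with it, had a median of -0.15 over 20 genes, with CCN1 at -0.70. The 3 guanylate-binding proteins kept had a median of -1.30, which rests on GBP1 and GBP2, the genes that prompted the group. Metallothioneins and their regulators had a median of 0.25 over 9 genes, with MT2A at 1.20 and MT1X at 0.72; these genes are similar in sequence and their values are uncertain. A group on phospholipid synthesis and remodelling had a median of 0.32 over 9 genes, with RNF145, an ER ubiquitin ligase, at 1.03, LPCAT1 at 0.97 and LPCAT3 at 0.59.

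The cytosolic aminoacyl-tRNA synthetases, which charge tRNAs for translation, had a median of 0.25 over 19 genes, and WARS1 (1.08), GARS1 (0.83), AARS1 (0.80) and MARS1 (0.69) were at least 1.5-fold higher. Of them 7 belong to the integrated stress response list; the other 12 had a median of 0.13 (percentile 98.2). The mitochondrial synthetases had a median of 0.01 over 16 genes (percentile 67.4); the difference between both groups was not tested. Amino acid transporters had a median of 0.36 over 13 genes, and 0.20 over the 9 outside the stress list. The groups inside the random range were mitochondrial chaperones and proteases at 0.06 (LONP1 at 0.68), the circadian clock at -0.01, lysosome and autophagy genes at 0.09 (ATP6V0D2 at 1.57) and histone genes at -0.19.

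The integrated stress response list had a median of 0.90 and the ER chaperone and unfolded protein response list a median of 0.12, both above their random lists; the difference between the lists was not tested. The random lists were matched on level, so a dependence of differences on level is already taken into account. After removal of the trends with level and gene span the stress list's median was 0.91, above its random lists. Median differences ran only from 0.07 to -0.06 between the shortest and longest of 10 equal groups of genes by span. A trend of that size is too small to be the whole cause of the 0.90. Its removal could hardly have brought the list inside, so the outcome adds little. No biological explanation was tested. The design, with 1 array per condition, cannot separate the compound from any other difference between the cultures.

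The lower values of DNA replication and mitosis genes were weighed against the same span trend. Median differences ran from 0.07 in the shortest to -0.06 in the longest of 10 equal groups of genes by genomic span. After removal of the trends with level and span the list's median was -0.43, below its random lists. The span trend is too small to account for all of the -0.48. Its removal could hardly have brought the list inside, so this outcome adds little too. A p53 response was examined through its targets, whose median of -0.037 came from members going both ways and leaves it open. Whether fewer cells were cycling, or the cultures differed in density, was not tested.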
